A study of Neurospora crassa with 5 samples.

How the data were processed

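RNA was sequenced from cultures of a Neurospora crassa mutant (FGSC 4564) that carries a mutation of the mating-type gene mat 1-2-1 in a mat a background. Neurospora crassa is a filamentous fungus with the mating types A and a. Protoperithecia are its immature female fruiting bodies, and conidia are asexual spores that can fertilise them. The cultures had grown for 6 days on crossing medium. Libraries were made from total RNA by a stranded Illumina protocol and read as 101 bp paired ends, per the labels' protocols. There were 2 libraries of uncrossed protoperithecia (time 0) and 3 libraries taken 2 h after crossing with conidia of the wild type FGSC 2489. Tissue of one plate made one replicate, per the labels' protocols. The uncrossed libraries carry the replicate numbers 1 and 3 and the crossed libraries the numbers 1, 2 and 3. The series text also names a comparison with the wild-type strain, and wild-type libraries were not analysed here.

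The authors deposited raw counts per gene, as whole numbers, with 1 column for each of the 5 libraries. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not given in the sources used here. Of the 10591 gene rows used, 10590 were matched by locus tag to the RefSeq gene table of assembly NC12, and 1118 of them have a symbol other than the locus tag. That table was used for symbols, RNA classes, gene lengths and gene order, and no coordinates are given because the build of the counts is not stated. One further row, named mat_a1, holds 6 values for 5 columns. It was left out of library sizes and tests because its values cannot be assigned to libraries with certainty.

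The authors' deposited table of relative expression gives a ratio per gene and stage, with the distances to a lower and an upper limit, per the file headers. In rows with an estimate for both stages the lower stage is at 1. The program behind it is not given in the sources used here. Its other columns, an acceptance ratio and a log-likelihood density per the file headers, were not used. It holds one estimate per stage, and whether its limits include spread between replicates is not given in the sources used here.

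Differential expression was tested on the counts with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3). Genes were filtered with filterByExpr (8638 genes kept), libraries were scaled by TMM, and dispersions were estimated robustly. The model held the group alone, fitted to all 5 libraries. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, and a second threshold asked for a change of at least 2-fold. Standard errors of log2 fold changes were taken from the quasi-likelihood F statistic. CPM are counts scaled to the TMM-adjusted library size, and log2 CPM used a prior count of 2. Named genes were chosen by a rule. It first lists the mating-type, pheromone and pheromone receptor genes matA-1, matA-2, matA-3, mat a-1, mfa-1, ccg-4, pre-1 and pre-2. It then takes up to 5 genes in each direction with the largest change, among genes past the threshold with a mean of at least 10 CPM and no overlap between the groups. Its last part takes up to 3 heterokaryon incompatibility genes past the threshold. The gene mat a-1 was not matched in the gene table, and the row mat_a1 gives no value by library.

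Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry beside it. The planned sets were to be taken from product names, which the gene table does not hold. They were therefore built from symbols once this was known: 6 genes at or acting on heterokaryon incompatibility loci (het-6, het-c, pin-c, tol, vib-1 and un-24), and 11 genes with a crp symbol or synonym for cytosolic ribosomal proteins. The 5 conidial markers (con-6, con-8, con-10, con-13 and eas) were fixed by symbol. A planned set of hypothetical proteins could not be built. Adjacent genes were counted in NC12 order within chromosomes among the tested genes and compared with 10000 permutations of the calls, one-sided.

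Alternatives were DESeq2 size factors in the edgeR fit, no filter, a filter of 1 CPM in 2 libraries, DESeq2 1.42.0, limma-voom, the replicate number as a block, and each library left out in turn. These and the main tests were fixed before the data were examined, except for the symbol-based gene sets and the tests stated elsewhere as chosen later. Leaving out ribosomal RNA genes and using plain library sizes for all genes were added after the data had been seen. The total count per library was 25817200 to 39639683. On the TMM-adjusted library sizes the floor of 3 counts was at 0.0717 CPM (uncrossed replicate 3) to 0.110 CPM (crossed replicate 3). Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Intervals of shares are 95% Wilson intervals.

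The fit was tested on simulated data. Counts for the 8638 genes were drawn with the dispersions of the 5 libraries, and 200 genes were changed by a known factor. Each gene was drawn independently, so the simulation lacks the differences between libraries that many genes share in these data. The recovery and false calls may therefore not hold for the real comparison. At a 2-fold change edgeR recovered 82 of the 200 genes (41%) with 9 false calls, and DESeq2 recovered 138 with 47 false calls. At a 4-fold change edgeR recovered 176 (88%) with 16 false calls, and DESeq2 recovered 182 with 45 false calls.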

Results

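Transcript abundance was measured by RNA sequencing in protoperithecial cultures of a Neurospora crassa mat 1-2-1 mutant, before crossing (2 libraries) and 2 h after wild-type conidia were added (3 libraries). The question was which transcripts change in the first hours of a cross with this mutant as the recipient. The crossed libraries can also hold RNA of the added conidia, and no library of conidia alone was analysed. A higher or lower value after crossing is therefore not by itself a change of transcription in the recipient. The uncrossed libraries held 25817200 (replicate 1) and 39639683 (replicate 3) counts. The crossed libraries held 32814743, 39592703 and 31063642 counts in replicates 1, 2 and 3. Between 9137 and 9260 genes had at least 1 count per library.

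Ribosomal RNA genes took a variable share of the counts. They made up 14.25% (95% Wilson interval 14.24 to 14.26%) of uncrossed replicate 1 and 21.30% (21.29 to 21.32%) of uncrossed replicate 3. The share was 19.32% (19.31 to 19.34%) in crossed replicate 1, 33.98% (33.96 to 33.99%) in crossed replicate 2 and 33.64% (33.62 to 33.65%) in crossed replicate 3. The mean was 17.8% ± 4.99 (SD, n = 2) before and 29.0% ± 8.36 (SD, n = 3) after crossing. This difference did not exceed the spread between replicates (two-sided exact permutation test over the 10 splits, p = 0.3, where the smallest p this design allows is 0.1).

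The libraries did not fall into 2 compact groups. In a principal component analysis of log2 CPM the first component held 66.6% of the variance. It placed uncrossed replicates 1 and 3 at -51.9 and -14.7, and crossed replicates 1, 2 and 3 at -1.29, 34.9 and 33.0. The pair with the closest profiles was crossed replicates 2 and 3 (Pearson r = 0.992 across genes, root mean square log2 difference 0.32). Their counts differed with a chi-square of 7.73 per degree of freedom, against 388 and 317 for crossed replicate 1 with each of them and 262 for the uncrossed pair. They were counted as 2 replicates, as labelled. Their counts did not agree within sampling noise, but this cannot show that they came from separate plates, since reads without molecular identifiers are not independent molecules. Uncrossed replicate 3 lay nearer to crossed replicate 1 (root mean square difference 0.48) than to uncrossed replicate 1 (0.62). Crossed replicate 1 differed from crossed replicates 2 and 3 by 0.60 and 0.56. Genes are not independent replicates, so the correlation describes these libraries only.

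**Figure D1:**
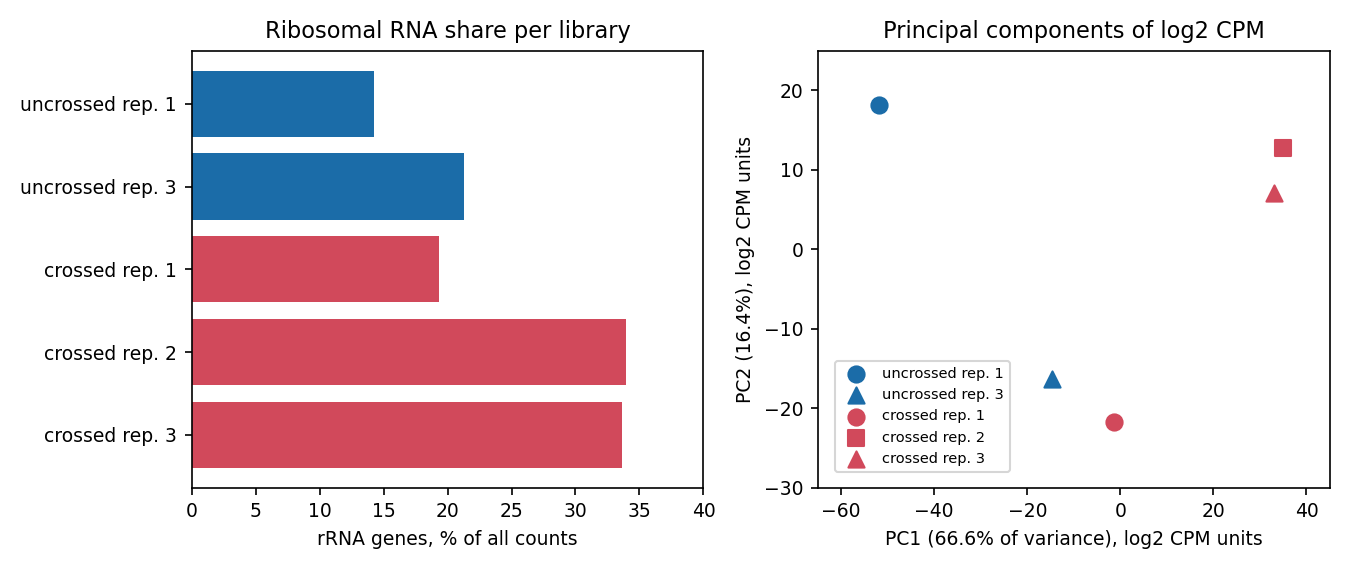
Left, bars give the share of all counts in ribosomal RNA genes (%, axis from 0) for each library. Right, the first and second principal components of log2 CPM (66.6% and 16.4% of the variance), with colour for the group and symbol for the replicate number; crossed replicates 2 and 3 lie together at 34.9 and 33.0 on the first axis, and uncrossed replicate 3 (-14.7) and crossed replicate 1 (-1.29) lie between them and uncrossed replicate 1 (-51.9).

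The mutated gene itself gave no check on the labels. The deposited row for mat_a1 held 6 values for 5 libraries and was not assigned to libraries, and the labels do not say whether the mutation removes the transcript. The authors' deposited table gives mat_a1 a ratio of 2.58 of crossed to uncrossed.

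Transcripts of the A idiomorph, the mating-type region of the opposite mating type, were examined next, because the recipient is a mat a strain. The plan took such transcripts to come only from the added conidia. They were not confined to the crossed libraries, so that reading failed and these genes give no measure of conidial RNA. The source of their counts in the uncrossed libraries is not settled. The matA-1 gene (NCU01958) had 5.17 and 17.4 CPM in uncrossed replicates 1 and 3, and 7.15, 27.2 and 25.04 CPM in crossed replicates 1, 2 and 3. The group means were 11.3 ± 8.65 CPM (SD, n = 2) and 19.8 ± 11.01 CPM (SD, n = 3). The log2 fold change of 0.80 (SE 0.74) did not exceed the spread between replicates, with an adjusted p of 0.534 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The matA-3 gene (NCU01960) had 0 and 17 counts in the uncrossed libraries and 0, 13 and 7 counts in the crossed libraries. The counts of 0 allow up to 0.102 CPM in uncrossed replicate 1 and 0.0841 CPM in crossed replicate 1. The matA-2 gene (NCU01959) had 3 counts in crossed replicate 2 and 0 in the other 4 libraries, and it did not pass the filter.

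The pheromone gene ccg-4 (NCU02500) also varied more within the groups than between them. It had 9.12 and 69.5 CPM in uncrossed replicates 1 and 3, and 8.16, 128.2 and 128.1 CPM in crossed replicates 1, 2 and 3. Its log2 fold change was 1.16 (SE 1.29), with an adjusted p of 0.611 by edgeR. The pheromone gene mfa-1 (NCU16992) had 60.4 ± 0.929 CPM (SD, n = 2) before and 29.5 ± 1.30 CPM (SD, n = 3) after crossing. It fell by 1.03 on the log2 scale (SE 0.09), and all 3 crossed libraries lay below both uncrossed libraries. Its adjusted p by edgeR was 0.0618 over all tested genes and 3.19e-04 when adjusted over the list alone, which held 6 testable genes. The plan named no adjustment over the list alone. Over that list 1 gene passed the threshold of 0.05, and over all tested genes 0 did in edgeR, while 1 of the 6 had an unadjusted p under 0.05. DESeq2 gave mfa-1 an adjusted p of 3.35e-16, and over the alternatives it ran from that value to 0.437. The pheromone receptor genes pre-1 (NCU00138) and pre-2 (NCU05758) had log2 fold changes of 0.19 (SE 0.49) and 0.15 (SE 0.35), with adjusted p of 0.829 and 0.814 by edgeR. The sign of both turned under plain library sizes, to -0.0495 and -0.0784.

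**Figure D2:**
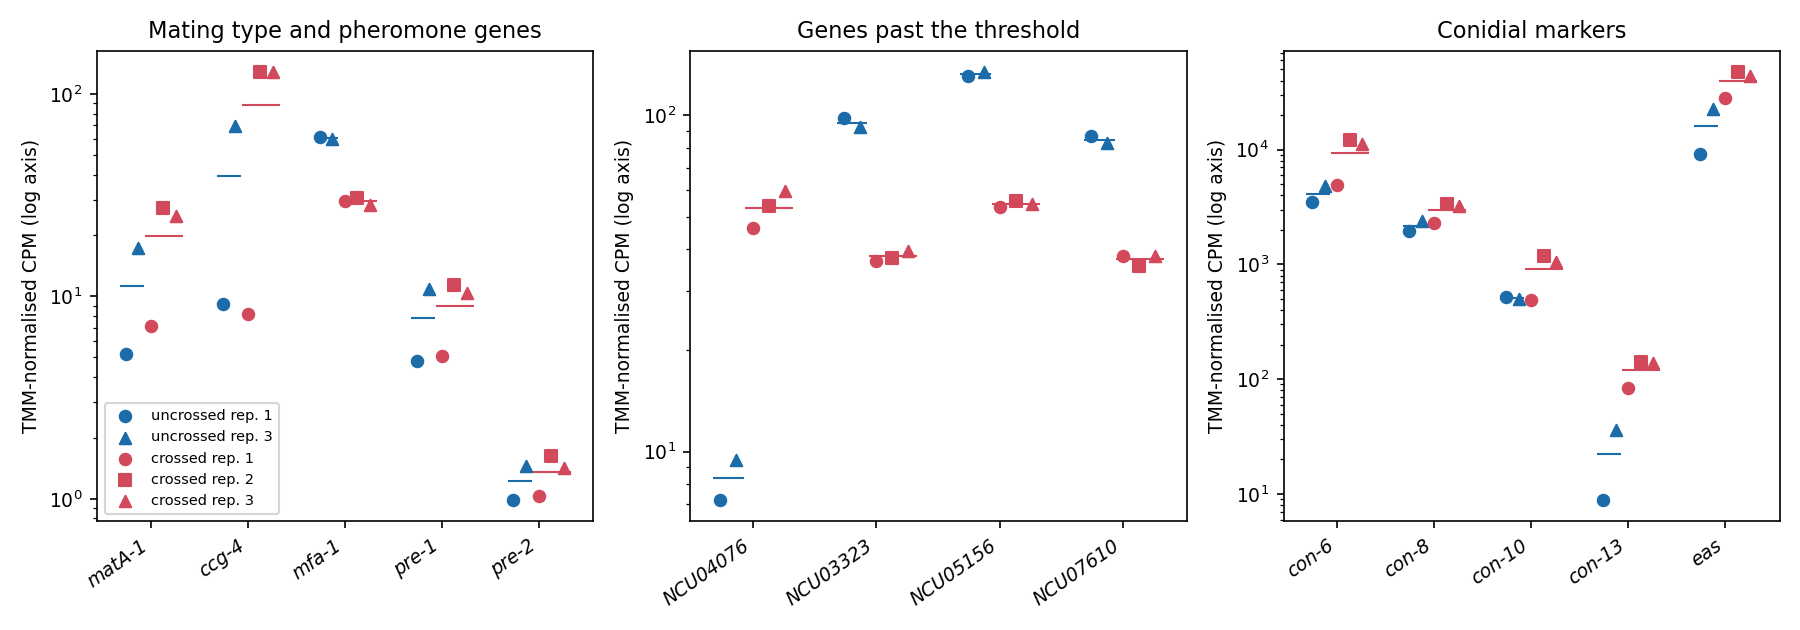
Each symbol is the TMM-normalised CPM (log axis) of 1 library, with colour for the group and symbol shape for the replicate number, and horizontal lines give the group means. In matA-1 and ccg-4 the lowest value of each group belongs to the library numbered 1, whereas all 3 crossed libraries lie on one side of both uncrossed libraries in mfa-1 and in the 4 genes past the threshold.

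Across all 8638 tested genes, 4 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 1 higher and 3 lower after crossing, and each of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1842 genes (21.3% of those tested), 890 higher and 952 lower. The alternative that moved the count most was DESeq2, which called 987 genes (464 higher and 523 lower), the 4 among them. The count also depended on single libraries. Without crossed replicate 1 edgeR called 762 genes, and without uncrossed replicate 3 it called 192. Without uncrossed replicate 1, crossed replicate 2 or crossed replicate 3 it called 0, with 874, 877 and 871 genes at an unadjusted p under 0.05. The values of the groups did not overlap in 3621 genes (41.9%), against 20% by chance for 2 libraries against 3. The first principal component held 66.6% of the variance, so many genes ordered the libraries alike. The share for a single split can then lie far from 20% without an effect of crossing.

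The gene that rose was NCU04076, from 8.32 ± 1.61 CPM (SD, n = 2) to 53.1 ± 6.71 CPM (SD, n = 3). Its log2 fold change was 2.67 (SE 0.19, adjusted p = 0.043 by edgeR), a 6.37-fold increase. The 3 genes that fell were NCU03323, NCU05156 and NCU07610. NCU03323 went from 95.2 ± 4.30 CPM (SD, n = 2) to 38.1 ± 1.38 CPM (SD, n = 3), a log2 fold change of -1.32 (SE 0.09, adjusted p = 0.043 by edgeR). NCU05156 went from 132.8 ± 2.42 CPM (SD, n = 2) to 54.5 ± 1.13 CPM (SD, n = 3), a log2 fold change of -1.29 (SE 0.08, adjusted p = 0.043 by edgeR). NCU07610 went from 84.8 ± 2.59 CPM (SD, n = 2) to 37.3 ± 1.56 CPM (SD, n = 3), a log2 fold change of -1.18 (SE 0.09, adjusted p = 0.0453 by edgeR). None of the 4 has a symbol other than its locus tag in the gene table. All 4 lost significance without uncrossed replicate 1, crossed replicate 2 or crossed replicate 3, with adjusted p between 0.172 and 0.437 by edgeR. With plain library sizes the 3 genes that fell had adjusted p of 0.0612, 0.0612 and 0.0787 by edgeR. The sign of each of the 4 was the same in all 13 alternative fits.

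Genes linked to allorecognition were examined because the series title names allorecognition loci. None of the 6 genes in this set passed the threshold by edgeR, while 4 had an unadjusted p under 0.05 and DESeq2 called 2 of them. The next values were singled out after they had been seen. The largest change was in pin-c (NCU03494), from 19.9 ± 8.35 CPM (SD, n = 2) to 7.04 ± 3.72 CPM (SD, n = 3), with a log2 fold change of -1.49 (SE 0.47) and an adjusted p of 0.184 by edgeR and 0.0284 by DESeq2. The gene het-6 (NCU03533) had a log2 fold change of -0.59 (SE 0.16), with an adjusted p of 0.164 by edgeR and 0.0371 by DESeq2. The set had a median log2 fold change of -0.43, with 2 genes higher and 4 lower, and did not differ from the other genes (camera in limma, adjusted p = 0.235 over 3 sets). With plain library sizes 1 was higher and 5 were lower, where the median of all genes shifted to -0.22.

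The fold changes of the 5 conidial markers were all above 0, with a median log2 fold change of 1.09 (camera in limma, adjusted p = 0.00524). In con-10 (NCU07325), however, crossed replicate 1 (485 CPM) lay below both uncrossed libraries (521 and 497 CPM). The largest change was in con-13 (NCU07324), from 22.4 ± 19.1 CPM (SD, n = 2) to 121.4 ± 31.9 CPM (SD, n = 3), with an adjusted p of 0.161 by edgeR and 4.55e-04 by DESeq2. The hydrophobin gene eas (NCU08457) took 2.14% ± 1.30 (SD, n = 2) of the counts outside ribosomal RNA genes before crossing and 5.27% ± 1.33 (SD, n = 3) after it. Its adjusted p was 0.212 by edgeR and 0.0239 by DESeq2, and that of con-6 (NCU08769) was 0.212 by edgeR and 0.0348 by DESeq2. The markers con-8 and con-10 passed the threshold with neither tool. RNA of the added conidia could raise all these markers, and these libraries cannot separate it from a change in the recipient. The fold changes of the 11 ribosomal protein genes were all below 0, with a median of -0.28 (camera in limma, adjusted p = 0.0036), but 2 were above 0 without uncrossed replicate 1 and 1 without crossed replicate 1. Without crossed replicate 1 the adjusted p of this set was 0.0505. Neither call held under fry, where the adjusted p was 0.152 for both sets, nor with an estimated inter-gene correlation, where it was 0.453 for both.

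Adjacency of responding genes was examined because the series title speaks of clustered elements. With 1 gene called higher and 3 called lower there were 0 adjacent pairs in either direction, and so few calls leave this test without power. Among the 500 genes of smallest p in each direction, 65 adjacent pairs were found among genes higher after crossing and 63 among genes lower. Random placement gave 29.1 pairs on average, and both one-sided permutation p were 0.0001, the smallest that 10000 permutations can give.

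The authors' deposited table held estimates above 0 in both stages for 9204 genes. In 6930 of these (75.3%) the intervals of the stages in the authors' deposited table lay apart, 5487 higher in uncrossed and 1443 higher in crossed cultures. Of these genes 6827 were tested here, and in 3813 of them the CPM values of the groups overlapped. All 4 genes called by edgeR had the same direction in the authors' deposited table, with intervals apart there. Over 8629 tested genes, 6474 had the same direction in both. The authors' deposited table rests on the same libraries, so this compares methods and not independent data.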

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

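The test of the left-out row was chosen only after the result had been seen. The mat_a1 row of the count table entered no comparison, yet it holds signal. Its values are 77, 51, 7, 56, 137 and 110 counts, and the lowest, 7, is above the 3 counts that a count of 0 would allow. There are 6 values for 5 libraries. The ratio of 2.58 of crossed to uncrossed in the authors' deposited table offers a check, because that table follows pooled counts in other genes. Leaving out the second value gives a ratio of 2.28 from the pooled counts, and 7.0% of the 514 genes with 200 to 600 counts lie at least as far from the authors' ratio. Leaving out the first value gives 3.30, with 1.17% of genes as far, and each of the remaining 4 readings has 0.389% or fewer. An added value of a library without a column, in the second place, is therefore a candidate explanation. In column order that place falls between uncrossed replicates 1 and 3, where the number 2 is missing. Even so, this reading matches the authors' ratio less well than most genes do. A stray separator within a number, or another typing error, stays open, since only readings that leave out one value were compared. No value of the row is assigned to a library here, and no biological explanation was tested.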

How the results depend on the processing

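Leaving out ribosomal RNA genes, plain library sizes for all genes, the symbol-based sets and the added settings of the 500 genes of smallest p were chosen after the data had been seen. The number of genes past the threshold was 4 in the edgeR fits with TMM, with DESeq2 size factors, without a filter, with the filter of 1 CPM in 2 libraries and without ribosomal RNA genes, and the same 4 genes were called each time. The count was 5 with limma-voom, which included the 4. With plain library sizes it was 3, of which only NCU04076 was among the 4, and the median log2 fold change of all tested genes was then -0.21. Of the unadjusted calls, 890 were higher and 952 lower with TMM, against 371 higher and 1265 lower with plain library sizes. DESeq2 called 987 genes, and 463 of them changed at least 2-fold. On simulated data of this comparison (8638 genes) DESeq2 made 47 false calls beside 138 correct ones at a 2-fold change, and edgeR 9 beside 82. The simulated genes were drawn independently, so these numbers may not hold for the real libraries. Leaving out each library in turn gave counts from 0 to 762, and from 0 to 362 for changes of at least 2-fold. The counts were 0 without uncrossed replicate 1, crossed replicate 2 or crossed replicate 3, 192 without uncrossed replicate 3 and 762 without crossed replicate 1. Where 1 uncrossed library was left, it was assumed to vary like the crossed libraries. The cause of these differences was not tested.

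With the replicate number as a block, 266 genes were called, 130 higher and 136 lower, and 202 of them changed at least 2-fold. All 4 genes of the unblocked fit were among them, and 244 of the 266 were also called by DESeq2. Adjacent pairs among these calls numbered 5 for higher and 12 for lower genes. Number 2 occurs in the crossed group alone, so the block fits crossed replicate 2 exactly and that library adds nothing to the group difference. The unblocked fit without crossed replicate 2 called 0 genes. Few libraries are then left to judge the spread, so the blocked calls are uncertain. The numbers 1 and 3 occur in both groups, and the deviations of same-numbered libraries from their group means correlated across genes at 0.257 and 0.224. These 2 values are not independent, because the deviations of the 2 uncrossed libraries mirror each other. The labels do not say what a number marks, and 2 pairs are too few to settle it, so the libraries are treated as sharing only a number. The blocked fit gave adjusted p of 0.0285 for mfa-1, 0.0404 for pin-c and 0.00957 for NCU16430 by edgeR, and changed no call of the other genes named here or of the 3 gene sets.

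Among the genes on the fixed list, matA-1 and ccg-4 kept their direction and stayed short of the threshold in all 13 alternative fits, with log2 fold changes of 0.18 to 1.93 and 0.34 to 3.27. The sign of matA-3 turned under DESeq2 (0.0378) and limma-voom (0.23). It also turned without uncrossed replicate 3 or crossed replicate 1. The 4 leave-one-out fits in which this gene passed the filter gave -0.95 to 5.75, with no call, and it was filtered out without crossed replicate 2. The value of 5.75 sets the crossed libraries against 0 counts in uncrossed replicate 1 and is no measured fold. This gene passed the filter in 11 of the alternative fits. The signs of pre-1 and pre-2 turned with plain library sizes (-0.0495 and -0.0784) and without uncrossed replicate 1 or crossed replicate 2. Leaving out each library gave -0.28 to 0.90 for pre-1 and -0.0965 to 0.46 for pre-2, with no call. The fall of mfa-1 kept its sign in all 13 fits (-1.25 to -0.998) and passed the threshold in 4 of them. The cause of the sign changes was not tested.

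The set of 6 allorecognition genes stayed short of the threshold, with a median below 0, in all 10 alternatives run. The ribosomal protein genes, at a median of -0.28, no longer passed under fry or with an estimated correlation. Leaving out each library gave medians of -0.44 to -0.20, and the set lost its call without crossed replicate 1 (-0.21, adjusted p = 0.0505 by camera in limma). The conidial markers, at a median of 1.09, lost their call under fry and with an estimated correlation. They kept sign and call with DESeq2 size factors, the block, plain library sizes and each library left out. The cause was not tested.

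Adjacent pairs depended on how many genes were called. For genes higher and lower after crossing there were 65 and 63 pairs with the 500 genes of smallest p, and 51 and 66 with the calls of DESeq2. Pairs within 3 places of the 500 genes numbered 138 and 139, and 66 and 59 pairs were adjacent among genes of at least 10 CPM. Leaving out each library gave 0 to 30 pairs for higher and 0 to 48 for lower calls, with 30 and 48 without crossed replicate 1, where the most genes were called. The share of calls with the direction of the authors' deposited table was 100% in the 4 settings run. The planned set of hypothetical proteins was not run. Depth limits what can be said of matA-2 and matA-3, which had at most 3 and 17 counts per library.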

Other observations

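The tests of gene length, of the scaling of the authors' deposited table and of neighbouring genes were set out before their results were seen; the tests of swapped labels, mixing, a common source, ribosomal RNA, splits of the libraries, NCU16430 and pooled counts were chosen after.

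Most of the tested genes on the fixed list did not follow the groups. In matA-1, matA-3, ccg-4, pre-1 and pre-2 both libraries numbered 1 lay below the other 3 libraries, while mfa-1, the remaining gene of the 6 tested, was lower in all 3 crossed libraries than in both uncrossed ones. An uncrossed library (replicate 3) thus held 17 counts of matA-3 and 69.5 CPM of ccg-4, while a crossed library (replicate 1) held 0 counts and 8.16 CPM. A swap of the labels of these 2 libraries would account for matA-1, matA-3, ccg-4, pre-1 and pre-2, but not for other genes. In uncrossed replicate 3 and crossed replicate 1, mfa-1 had 59.7 and 29.7 CPM and NCU04076 had 9.46 and 46.2 CPM. NCU16430 had 344 and 0 counts there. For these genes the values argue against a swap. NCU04076 and NCU16430 were picked because they follow the labels, so a swap is not excluded. Under the labels given 105 genes have groups at least 1 log2 unit apart, against 29 under swapped labels, but setting crossed replicates 2 and 3 against the other 3 libraries gives 176, so this count also responds to differences that follow neither labelling. RNA of a crossed culture mixed into uncrossed replicate 3 was tested on 24 genes at least 4-fold higher in each crossed library than in uncrossed replicate 1, with at least 10 CPM in crossed replicates 2 and 3 on average. In these genes uncrossed replicate 3 reached a median of 0.33 of the level in crossed replicates 2 and 3 (quartiles 0.265 and 0.421), where ccg-4 reached 0.543. Over 173 genes at least 2-fold higher, the median position of uncrossed replicate 3 between uncrossed replicate 1 (0) and crossed replicates 2 and 3 (1) was 0.314 (quartiles 0.215 and 0.482). Of these genes 22.5% stood above 0.5 and 32.9% under 0.25, and ccg-4 stood at 0.508. The typical gene lay below ccg-4, and 20 of the 24 genes had a ratio under 0.5. The level of mfa-1 was 61.0 and 59.7 CPM in uncrossed replicates 1 and 3, against 30.7 and 28.1 CPM in crossed replicates 2 and 3. For these genes the values argue against a mixture large enough to give ccg-4 its level alone. The spread between genes is too wide to exclude a smaller mixture. One source that carries ccg-4 and the conidial markers together was tested on the scale of positions. The median position of the 5 markers in crossed replicate 1 was 0.260, from -0.06 in con-10 to 0.579 in con-13, where ccg-4 stood at -0.00807. In uncrossed replicate 3 the median was 0.206, from -0.04 in con-10 to 0.373 in eas, where ccg-4 stood at 0.508. There ccg-4 lay above all 5 markers, which argues against one common source in that library. In crossed replicate 1 ccg-4 lay within the range of the markers, so that library does not decide. Tissue of the other mating type in some cultures, a single wrong label and a batch that follows the replicate number may each contribute and stay open. A biological difference between plates was not tested.

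Crossed replicates 2 and 3 lay apart from the other 3 libraries on the first principal component. The component held 67.4% of the variance without ribosomal RNA genes, but TMM scaling already removes a factor common to all genes of a library, so leaving these genes out does not test whether ribosomal RNA counts in the library size matter. Gene length is argued against, with a Spearman rho of -0.0334 across 8637 genes between length and the difference. The share of ribosomal RNA was highest in the same 2 libraries, so a difference in RNA preparation may contribute; it was not tested, nor was a faster response to crossing on these plates. Of the 10 ways to split 5 libraries into 2 and 3, 2 gave at least as many genes past the threshold by edgeR as the real groups. One of them is the real split, with 4 genes, and the other sets these 2 libraries apart, with 331. At an unadjusted p under 0.05 the numbers were 1842 and 2535, and 105 and 176 genes lay at least 1 log2 unit apart. The libraries thus part more strongly along this line than between crossed and uncrossed. With 10 splits no share under 0.05 can be reached, so chance cannot be excluded for the count of 4.

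The authors' deposited table parts 6930 genes between the stages, where edgeR called 4 and DESeq2 called 987. A candidate explanation is that the table rests on counts pooled over a stage. Over 7681 genes with at least 50 counts in every library, its log2 ratio differed from that of pooled counts, scaled to pooled totals, by a median of 0.0161. It may also be scaled to totals that include ribosomal RNA. Its direction matched the edgeR fit on plain library sizes in 8346 of 8629 genes (96.7%), against 6474 for the TMM fit. Of the 9204 genes in the authors' deposited table, 73.9% are higher in uncrossed cultures, and the median log2 ratio is -0.21. No biological explanation was tested for this difference between methods.

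NCU16430 was chosen after its values were seen. It had 303 and 344 counts in the uncrossed libraries and 0 in all 3 crossed libraries, the only gene at 0 in every crossed library with at least 20 counts in both uncrossed ones. Against the floor of 3 counts per library (0.110 CPM in the library where it is highest), it was at least 84.6-fold lower after crossing. Its adjusted p was 0.0618 by edgeR and 3.80e-15 by DESeq2. In NC12 its span overlaps NCU00856, so its reads might have been counted on that gene instead. NCU00856 would then have risen by 0.56 on the log2 scale, and its measured change was -0.0885 (SE 0.13), which argues against this. Other effects of counting overlapping genes, whose handling of strand is not stated, and a loss of the transcript after crossing stay open.

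Neighbouring genes changed together more often than by chance, and this was not particular to crossing. Among the 500 genes of smallest p in each direction, 128 adjacent pairs were found for the real groups, against 58.2 expected. The 9 other splits of the libraries gave 95 to 135 pairs, which argues against a property of crossing only. Reads shared between overlapping or close genes are argued against as the whole cause. Among neighbours at least 500 bases apart in NC12, 42 pairs of higher and 38 pairs of lower genes were found, against 15.8 expected (one-sided permutation p = 0.0001 for both, the smallest possible). Shared regulation of neighbours may contribute and was not tested.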
